A study of Homo sapiens with 11 samples. Its data were reported in "Immunoproteasome function maintains oncogenic gene expression in KMT2A-complex driven leukemia" (2023).

How the data were processed

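Gene expression was measured by RNA sequencing in MOLM-13, a human acute myeloid leukemia cell line with a rearranged KMT2A gene. Cells had been exposed for 72 h to the solvent DMSO, to 1 µM MI-503 (an inhibitor of Menin, a partner protein of KMT2A), or to 1 µM MI-503 together with 100 nM PR-957 (an inhibitor of PSMB8, a catalytic subunit of the immunoproteasome). Grouping followed the labels, which gave 4 DMSO libraries, 4 MI-503 libraries and 3 MI-503 + PR-957 libraries numbered 1, 2 and 4. The last group is called the combination here. No library of the series received PR-957 alone, so PR-957 was compared only on top of MI-503.

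Libraries had been made with a TruSeq RNA kit and sequenced as read pairs on a NovaSeq instrument. The deposited values are raw counts of fragments per gene, with no normalization, 1 set per library. Per the file headers, the authors obtained these counts with featureCounts 2.0.1 from exons of the RefSeq annotation of hg38, without regard to strand. Fragments that mapped to several places, or that overlapped exons of several genes, were left out. This setting can remove counts from genes with near-identical copies on other contigs of hg38 and from genes that share exons with a neighbor. Alignment had been done with STAR, whose version is not given in the sources used here. The headers also show that the alignments had been filtered, by a rule that is not stated. The joined table of counts differed from the counts of the single libraries in 0 cells. The deposited tables of differential expression from the authors hold log2 fold changes with standard errors (unit log2), and p-values with adjusted p-values, from DESeq2 with a version and settings that are not stated. They cover MI-503 against DMSO and the combination against DMSO, and hold the genes whose counts over the compared groups sum to 10 or more.

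Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of 38557 annotated genes, 11740 had no count in any library and 14683 passed edgeR's filterByExpr (minimum count 10, minimum total 15, large n 10). All 11 libraries entered 1 model with a mean per group and TMM scaling factors, which lay between 0.956 and 1.056. The common dispersion was 0.00378, a biological coefficient of variation of 6.14%, with 8 residual degrees of freedom. Each contrast was tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all tested genes, and "edgeR adjusted p" below refers to it. A gene was called at an adjusted p under 0.05, and counted as at least 2-fold when its fitted log2 fold change was also beyond 1 in size. CPM are counts relative to TMM-scaled library totals, given as mean ± SD, and log2 CPM used a prior count of 0.5. For a gene outside the filter CPM were not TMM-scaled. A fold change is followed by its standard error (SE) in parentheses.

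The tests, the alternatives, 8 gene lists and the rule for naming genes were fixed before the data were examined. Exceptions are the tests, genes and lists stated below to have been chosen or written later. The KMT2A list holds 22 genes, which were not chosen on these libraries. Some are named in the study's text, as KMT2A targets lowered by PR-957 alone in another experiment or as effectors at the protein level. The rest are single genes of the HOXA cluster, which the study names only as a cluster among the lowered targets. It does not state that each of them was lowered. The other lists (proteasome subunits, immunoproteasome genes, myeloid differentiation markers, proliferation genes, p53 target genes, cholesterol synthesis genes and unfolded protein response genes) were written from general knowledge. The unfolded protein response list also holds heat shock genes (HSPA1A, HSPA1B and DNAJB1) and HMOX1, a target of the transcription factor NRF2. No gene was in more than 1 list. A list was summarized by the median log2 fold change of its tested members and tested with camera on limma-voom values, with a preset inter-gene correlation of 0.01, two-sided, adjusted over 24 tests (8 lists in 3 contrasts). That value is the "camera adjusted p". Fry, and camera with an estimated correlation, were run beside it.

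Named genes were every member of the KMT2A list and 7 genes named by the study (BASP1, PSMB5, PSMB8, PSMB9, PSMB10, MEN1 and KMT2A). For each contrast they were also the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean of at least 5 CPM and no overlap between the compared groups, and the 3 members of each other list with the smallest adjusted p. Where a library stood apart from its group, up to 5 genes that set it apart most were added. Metallothionein genes, NRF2 targets and SLC30A1 were taken up after the values had been seen. Coordinates are those of the hg38 annotation in the deposited counts, from the first base of the first exon to the last base of the last.

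Precision is set by depth and by replicate number. Totals ran from 18.9 to 41.2 M counted fragments, so a gene at 0 was compared with a floor of 3 counts, 0.0729 to 0.159 CPM depending on the library. Floors and 95% Wilson intervals cover counting error only. For single values per library exact permutation tests were used, two-sided, with Benjamini-Hochberg adjustment over 3 contrasts. The correlation and the slope across genes carry no p-value, since genes are not replicates. Because the contrasts share libraries, 10 simulated data sets gave the values expected of unchanged groups, or of groups with only the MI-503 change.

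Before the fits, the procedure was tested on simulated counts with 200 changed genes per contrast, each changed at least 2-fold. Recovery of smaller changes was not measured. EdgeR recovered 91.5% of them for MI-503 against DMSO (14464 genes run), 91% for the combination against DMSO (14455 genes) and 90% for the combination against MI-503 (14438 genes). Unchanged genes made up 5.02%, 5.53% and 6.08% of the calls, in the same order. The list test called the shifted list in each contrast and 0 of 20 random lists. Genes were simulated independently of each other, so this does not check the list test where members vary together.

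Alternatives were RLE or upper-quartile scaling factors, no filter beyond a single count, a stricter filter (1 CPM in at least 3 libraries, 12850 genes), DESeq2, limma-voom, only the compared groups in the fit, the replicate number as a block, an adjusted p under 0.01, and each of the 11 libraries left out in turn. Gene length and GC content trends were removed by loess for the list of proteasome subunits. Exon sequences of genes annotated on several contigs were compared in windows of 100 bases. Reads were not analyzed here, so the authors' alignment and filtering could not be rerun.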

Results

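The data collected were counts of RNA fragments per gene in 11 libraries of MOLM-13 cells, an acute myeloid leukemia line in which a rearranged KMT2A gene drives expression of its target genes. After 72 h of exposure, 4 libraries came from cells in DMSO, 4 from cells in 1 µM MI-503 (a Menin inhibitor) and 3 from cells in 1 µM MI-503 with 100 nM PR-957 (an inhibitor of the immunoproteasome subunit PSMB8), the combination. Counted fragments came to 31, 22.3, 21.6 and 21.6 M in DMSO replicates 1 to 4 and to 21.5, 34.6, 24.5 and 24.2 M in MI-503 replicates 1 to 4. In the combination they came to 41.2, 18.9 and 26.0 M in replicates 1, 2 and 4. The deepest library held 2.18 times the fragments of the shallowest. Of 38557 annotated genes, 26817 had a count in some library and 14683 were tested.

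Libraries were compared with each other to see how far replicates spread beside the treatments. In a principal component analysis of log2 CPM, the first component held 55.0% of the variance and the second 17.3%. Along the first, DMSO lay between −45.8 and −37.8, MI-503 between 5.10 and 11.1 and the combination between 42.0 and 50.3, so no groups overlapped. Pairs of replicates differed by a chi-square per degree of freedom of 1.71 to 5.79 within DMSO and within MI-503, where counting error alone gives about 1. Combination replicates 2 and 4 differed by 4.50, whereas replicate 1 differed from them by 19.7 and 34.1. In combination replicate 1, 31 of 10041 genes with a mean of at least 5 CPM lay more than 2-fold from the mean of its group's other libraries, against 2 in replicate 2, 10 in replicate 4 and at most 1 in each other library. With all libraries thinned to 18.9 M fragments, 19202 ± 77.6 genes were detected in DMSO (SD, n = 4), 19561 ± 142 in MI-503 (n = 4) and 20489 ± 300 in the combination (n = 3). Each of the 3 differences gave an exact permutation p of 0.0286 (adjusted p = 0.0286), the smallest these group sizes allow.

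**Figure D1:**
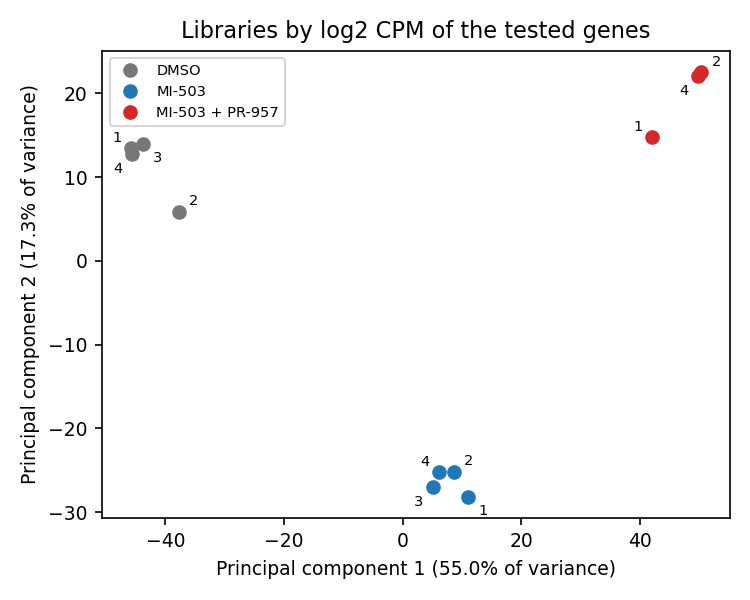
Each point is a library (numbers are replicates), placed by its first and second principal components of log2 CPM over the tested genes, with the share of variance on each axis. The groups DMSO, MI-503 and MI-503 + PR-957 lay apart, with combination replicate 1 at 42.0 on the first component and replicates 2 and 4 near 50.

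MI-503 was compared with DMSO to ask which genes respond to inhibition of Menin. At an adjusted p under 0.05, 3235 genes were higher and 4307 lower in MI-503, together 51.4% of those tested, with 8350 genes at an unadjusted p under 0.05. Most changes were small: the median size among called genes was 0.36 on the log2 scale, and 89.2% of them stayed within 2-fold. At least 2-fold, 620 genes were higher and 197 lower. The libraries of the groups did not overlap for 7387 genes (50.3%), against 2.86% that chance gives for 4 libraries against 4. Over the alternatives the count of higher genes ran from 2440 at an adjusted p under 0.01 to 4141 without combination replicate 1. The balance between the directions depended on scaling, since higher genes made up 42.9% of the calls with TMM and 54.2% with upper-quartile factors (3968 higher and 3356 lower), which moved the median of all genes from −0.03 to 0.03.

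The list of KMT2A target genes was lower in MI-503, with a median log2 fold change of −0.48 over 22 members (camera adjusted p = 3.55e-04). Upper-quartile factors moved this median most, to −0.42. Of the members, 15 were called lower and 2 higher, and 16 and 2 when adjusted over the list alone. PBX3 (chromosome 9, 125747372 to 125967377, plus strand) fell from 79.0 ± 4.81 CPM in DMSO (SD, n = 4) to 19.5 ± 1.5 CPM in MI-503 (n = 4), a log2 fold change of −2.02 (SE 0.08, edgeR adjusted p = 5.77e-12). MEF2C (chromosome 5, 88717117 to 88904105, minus strand) went from 204 ± 9.90 to 52.0 ± 2.35 CPM, a change of −1.97 (SE 0.07, edgeR adjusted p = 5.12e-12). MEIS1 (chromosome 2, 66435125 to 66573869, plus strand) changed by −1.37 (SE 0.13, edgeR adjusted p = 1.52e-07), and CDK6 (chromosome 7, 92604921 to 92836627, minus strand) by −0.80 (SE 0.05, edgeR adjusted p = 7.43e-10). FLT3 (chromosome 13, 28003274 to 28100587, minus strand) went from 324 ± 11.3 to 230 ± 2.56 CPM, and MYC (chromosome 8, 127735434 to 127742951, plus strand) from 657 ± 10.3 to 495 ± 24.4 CPM. Their changes were −0.49 (edgeR adjusted p = 1.58e-06) and −0.41 (edgeR adjusted p = 5.71e-07). RUNX2 changed by −0.33 (edgeR adjusted p = 0.00622). In the HOXA cluster on chromosome 7, HOXA2 to HOXA7, HOXA9 and HOXA11 were called lower, by −0.78 (HOXA4) to −0.36 (HOXA9), whereas HOXA10 and HOXA13 were not called. Fragments in exons shared with another gene were left out of the counts, and such exons hold 72.4% of the exon bases of HOXA9 and 74.8% of those of HOXA7. CDK9 (−0.01, edgeR adjusted p = 0.931) and GNAS (0.02, edgeR adjusted p = 0.677) were not called. VENTX was higher by 0.96 (edgeR adjusted p = 3.9e-07) and AXL by 0.59 (edgeR adjusted p = 0.0342). The AXL call was lost without DMSO replicate 1, 3 or 4 or any 1 MI-503 replicate, where its adjusted p was 0.05 to 0.0954, and with DESeq2 (0.0737), and its range over all alternatives was 6.88e-08 to 0.0954. HOXA4 (edgeR adjusted p = 0.0157) lost its call without DMSO replicate 2 (0.0524), MI-503 replicate 3 (0.0507) or MI-503 replicate 4 (0.0563), over a range of 1.59e-05 to 0.0563.

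**Figure D2:**
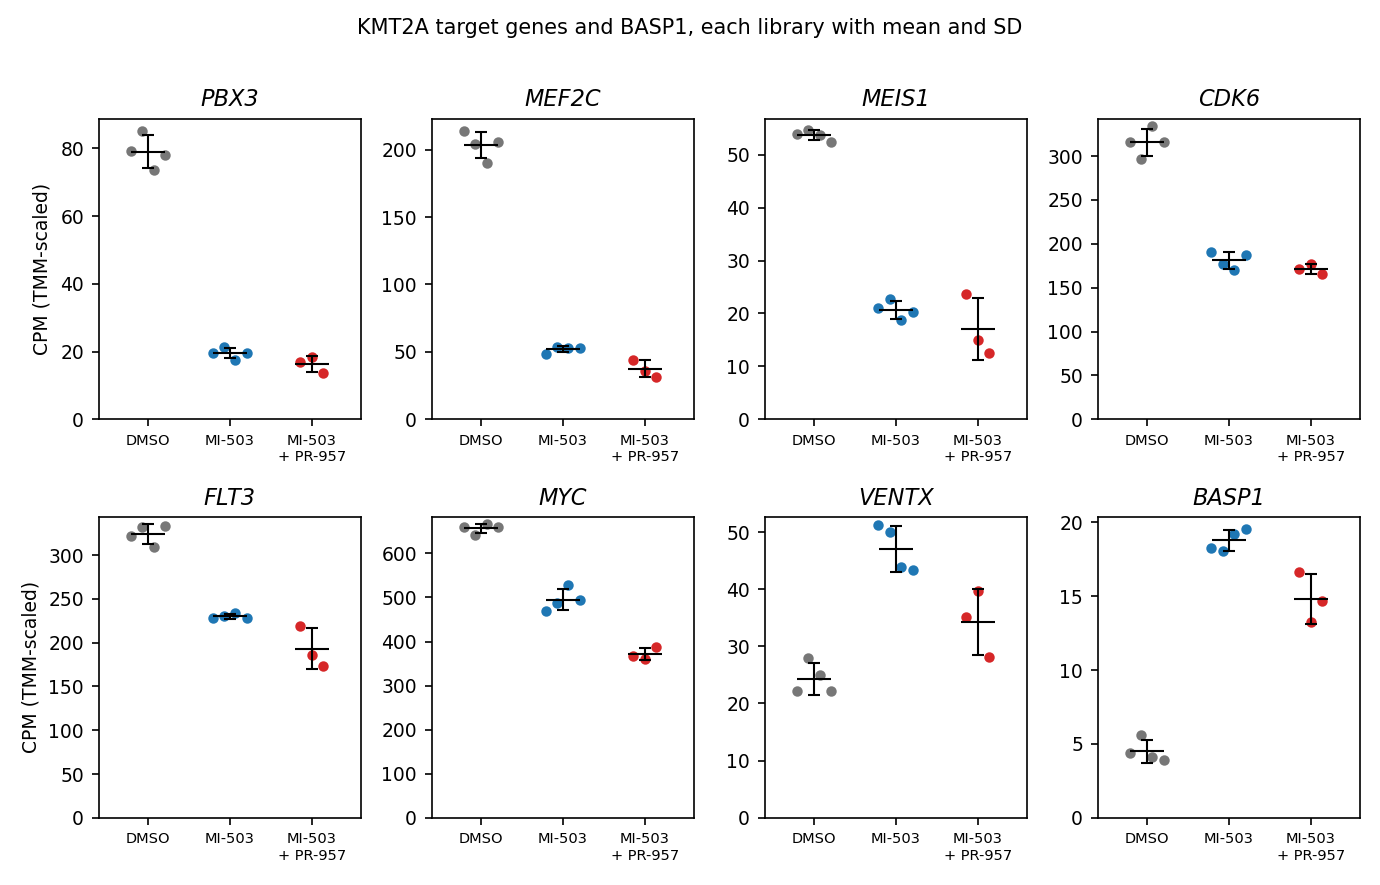
Each panel gives the expression of a gene in TMM-scaled CPM, with a point per library of DMSO (n = 4), MI-503 (n = 4) and MI-503 + PR-957 (n = 3), the mean as a dash and the SD as bars. PBX3, MEF2C, MEIS1, CDK6, FLT3 and MYC were lower in both treated groups than in DMSO, whereas VENTX and BASP1 were higher.

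The other genes that the study names were read in the same contrast. BASP1 (chromosome 5, 17216823 to 17276845, plus strand) rose from 4.50 ± 0.763 to 18.8 ± 0.735 CPM, by 2.06 (SE 0.10, edgeR adjusted p = 1.22e-10). PSMB5 (chromosome 14, 23025851 to 23035220, minus strand) went from 63.2 ± 3.95 to 47.9 ± 1.49 CPM, by −0.40 (edgeR adjusted p = 4.08e-06). PSMB8 (chromosome 6, 32840717 to 32844679, minus strand) stayed at 17.0 ± 1.16 and 18.0 ± 1.06 CPM (0.08, edgeR adjusted p = 0.393). Its exons lie on 8 contigs of the annotation, and 100% of their windows recur there, as do those of PSMB9, so it is open how complete these counts are. PSMB9 had 10 counts in 11 libraries and was not tested. MEN1, which encodes Menin, changed by −0.15 (edgeR adjusted p = 0.00499), a call lost with upper-quartile factors (0.0779, with a range of 0.00443 to 0.0779). KMT2A itself changed by −0.04 (edgeR adjusted p = 0.699). PSMB10 changed by −0.17 (edgeR adjusted p = 0.0469). That call was lost without DMSO replicate 1, 2 or 3, MI-503 replicate 1, 2 or 4, or combination replicate 2 or 4 (adjusted p 0.0695 to 0.133). It was also lost with RLE factors (0.102), upper-quartile factors (0.184), the stricter filter (0.157), DESeq2 (0.118) and limma-voom (0.0543), and its range over all alternatives was 0.00871 to 0.184.

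Among called genes without overlap, the largest rises in MI-503 were those of TLR4, PTAFR, NAV3, SORL1 and BPI, with log2 fold changes of 3.48, 3.25, 3.15, 2.96 and 2.87. TLR4 (chromosome 9, 117704403 to 117724735, plus strand) went from 0.819 ± 0.257 to 9.06 ± 1.94 CPM (edgeR adjusted p = 6.57e-10). The largest falls were those of EGR1, TBC1D30, ALDH1A3, FOXD1 and MT2A, at −2.80, −2.80, −2.78, −2.26 and −2.21. EGR1 (chromosome 5, 138465479 to 138469303) went from 16.9 ± 7.60 to 2.48 ± 1.09 CPM (edgeR adjusted p = 9.38e-07). ALDH1A3 shares 49.4% of its exon bases with another gene, and its DMSO values ran from 27.8 to 42.9 CPM.

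Lists of other processes were compared in the same way. Proteasome subunits (30 of 32 tested) were lower in MI-503, with a median of −0.35 (camera adjusted p = 1.04e-10), and all 30 were called lower, also when adjusted over the list alone. PSMB2, PSMB1 and PSMA3 had the smallest adjusted p, with changes of −0.51, −0.49 and −0.40. Myeloid differentiation markers (11 of 14 tested) were higher by a median of 1.18 (camera adjusted p = 2.06e-07), all 11 of them called, with CSF1R (2.43), ITGAM (1.27) and TLR4 (3.48) in front. Proliferation genes were lower by a median of −0.39 (camera adjusted p = 2.23e-06), with 17 of 20 called lower, among them CDK1 (−0.46), MCM6 (−0.57) and PLK1 (−0.61). Unfolded protein response genes were lower by a median of −0.29 (camera adjusted p = 0.00386), with 9 of 15 called lower, among them XBP1 (−0.87), CHAC1 (−1.51) and TRIB3 (−0.55). Cholesterol synthesis genes were higher by a median of 0.18 (camera adjusted p = 0.005), with 10 of 15 called higher, among them SC5D (0.39), DHCR7 (0.28) and STARD4 (0.45). The counts of called members of these lists did not change when adjusted over the list alone. Immunoproteasome genes (4 of 6 tested; median −0.05, camera adjusted p = 0.549) had 2 members called lower, POMP (−0.45) and PSMB10, and PSMB8 followed by adjusted p. The p53 target genes had a median of −0.05 while camera pointed upward (adjusted p = 0.862), with 2 members called lower, CDKN1A (−0.43) and SESN1 (−0.19), and 2 called higher, PHLDA3 (0.31) and RRM2B (0.21). The medians of these last lists turned positive with upper-quartile factors (0.0156 and 0.0145).

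The camera calls rested on the preset correlation between genes. Fry kept each of them in the 3 contrasts and added immunoproteasome genes (adjusted p = 0.049), cholesterol synthesis genes (0.00878) and unfolded protein response genes (1.69e-04) in the combination against DMSO. With an estimated correlation none of these 8 lists passed in any contrast, the lowest adjusted p being 0.149.

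The combination was compared with DMSO to ask what both inhibitors change together. Called genes numbered 4650 higher and 4822 lower, 64.5% of those tested, with 9907 at an unadjusted p under 0.05. Their median size was 0.52 on the log2 scale, and 81.6% stayed within 2-fold. At least 2-fold, 1254 were higher and 490 lower. The groups did not overlap for 8890 genes (60.6%), against 5.71% by chance for 3 libraries against 4. Higher genes made up 49.1% of the calls with TMM and 56.3% with upper-quartile factors.

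KMT2A target genes were lower in the combination than in DMSO by a median of −0.67 (camera adjusted p = 1.63e-04), with 17 called lower and 2 higher, and the same counts when adjusted over the list alone. PBX3 was at 16.3 ± 2.46 CPM (SD, n = 3), a change of −2.28 (SE 0.09, edgeR adjusted p = 1.78e-12), and MEF2C at 37.4 ± 6.34 CPM, a change of −2.44 (SE 0.08, edgeR adjusted p = 6.51e-13). MEIS1 changed by −1.62 (edgeR adjusted p = 2.34e-08), CDK6 by −0.88 (edgeR adjusted p = 2.11e-10) and MYC by −0.82 (edgeR adjusted p = 1.54e-10). FLT3 changed by −0.75 (edgeR adjusted p = 1.31e-08), RUNX2 by −0.77 (edgeR adjusted p = 3.75e-06) and GNAS by −0.26 (edgeR adjusted p = 2.06e-05). In the HOXA cluster, HOXA2 to HOXA5, HOXA7, HOXA9 to HOXA11 and HOXA13 were called lower, by −1.09 (HOXA2) to −0.26 (HOXA9). VENTX was higher by 0.49 (edgeR adjusted p = 4.74e-04), and CDK9 was not called (0.05), except with upper-quartile factors (0.12, adjusted p = 0.0241, range 0.0241 to 0.489). HOXA4 (−0.81, edgeR adjusted p = 0.0149) lost its call without combination replicate 2 (0.0532) or 4 (0.0665), over a range of 2.62e-05 to 0.0665, and stood at −1.36 without replicate 1. HOXA6 (−0.34, edgeR adjusted p = 0.0757) was called without DMSO replicate 4 (0.0336) or combination replicate 2 (0.0443), with no filter (0.0381) and with the replicate block (0.0115), over a range of 0.0115 to 0.311. AXL (0.46, edgeR adjusted p = 0.0994) turned to −0.16 without combination replicate 1 (0.278) and was called without combination replicate 2 (0.61, adjusted p = 0.0406) or 4 (0.73, adjusted p = 0.0027) and with no filter (0.49, adjusted p = 5.58e-05), over a range of 5.58e-05 to 0.301.

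BASP1 was at 14.8 ± 1.70 CPM in the combination, higher than in DMSO by 1.73 (SE 0.11, edgeR adjusted p = 5.48e-10). PSMB8 was lower, at 11.5 ± 0.865 CPM (−0.58, edgeR adjusted p = 8.35e-06). MEN1 was lower by −0.33 (edgeR adjusted p = 4.8e-06). PSMB5 (0.12, edgeR adjusted p = 0.052) was called higher without DMSO replicate 2 (0.042) or 3 (0.0328) or combination replicate 1 (0.011). It was also called with RLE factors (0.0385), upper-quartile factors (0.00418), no filter (0.039), the stricter filter (0.0143) and the replicate block (0.0417), over a range of 0.00418 to 0.18. PSMB10 (−0.25, edgeR adjusted p = 0.00683) stood at −0.11 without combination replicate 1 and lost its call (0.0534, range 1.72e-04 to 0.0534). KMT2A (−0.07, edgeR adjusted p = 0.431) was called lower without that library (−0.19, adjusted p = 0.00863, range 0.00863 to 0.978).

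The largest rises over DMSO were those of HMOX1, LYZ, IL7R, TLR4 and CEP170B, at 6.91, 4.11, 3.85, 3.61 and 3.57. HMOX1 (chromosome 22, 35381096 to 35394207, plus strand) went from 0.398 ± 0.173 CPM in DMSO to 48.2 ± 40.7 CPM (edgeR adjusted p = 2.94e-07), and its change was 6.13 without combination replicate 2 and 7.46 without replicate 1. The largest falls were those of ALDH1A3, TBC1D30, MT2A, EGR1 and MT1G, at −3.27, −3.23, −3.10, −2.99 and −2.84. MT2A (chromosome 16, 56608584 to 56609497) went from 23.7 ± 3.27 to 2.79 ± 0.0893 CPM (edgeR adjusted p = 1.1e-11).

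Proteasome subunits were higher in the combination than in DMSO, with a median of 0.61 (camera adjusted p = 3.63e-10), 26 called higher and none lower, and 27 when adjusted over the list alone. PSMA1, PSMD2 and PSMC2 changed by 0.80, 0.97 and 0.79. Myeloid markers had a median of 1.59 (camera adjusted p = 3.48e-05) with 10 of 11 called higher, among them CSF1R (3.10), ITGAM (1.59) and ITGAX (3.28). All 20 proliferation genes were called lower, with a median of −0.93 (camera adjusted p = 1.04e-10), among them CDK1 (−1.05), MCM4 (−1.08) and MCM6 (−1.13). The p53 target genes were higher by a median of 0.24 (camera adjusted p = 0.0124), with 9 of 12 called, among them GADD45A (1.42), PHLDA3 (0.61) and MDM2 (0.41). Cholesterol synthesis genes were not called as a list (median −0.19, camera adjusted p = 0.0816), with 3 members called higher and 9 lower, among the latter FDPS (−0.58), SQLE (−0.52) and INSIG1 (−0.56). Without combination replicate 1 that list was called (−0.27, adjusted p = 0.0128, range 0.00878 to 0.654), as it was with no filter (−0.16, adjusted p = 0.0218). Unfolded protein response genes had a median of −0.13 and a mean of 0.23, with camera pointing downward (adjusted p = 0.294), 4 members called higher and 7 lower, and XBP1 (−1.62), CHAC1 (−2.09) and DDIT3 (1.15) in front. The 4 higher members were DDIT3, the heat shock genes HSPA1A and HSPA1B, and HMOX1 (6.91), which lifted the mean. Immunoproteasome genes (median −0.13, camera adjusted p = 0.486) had 2 members called lower, PSMB8 and PSMB10, whereas PSME2 (0.40) was not called. Apart from the proteasome list, adjustment over the list alone left each of these counts as it was.

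The combination was compared with MI-503 to ask what PR-957 adds to Menin inhibition. Called genes numbered 3467 higher and 3489 lower, 47.4% of those tested, with 7880 at an unadjusted p under 0.05, a median size of 0.37 and 90.6% within 2-fold. At least 2-fold, 451 were higher and 206 lower, and the latter count was 350 without combination replicate 1. With no filter, 719 genes were higher at least 2-fold, and 299 with the stricter filter. The groups did not overlap for 6982 genes (47.6%), against 5.71% by chance.

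KMT2A target genes were lower in the combination than in MI-503 by a median of −0.25 (camera adjusted p = 0.0231), with 9 called lower and 1 higher, and the same counts when adjusted over the list alone. Without combination replicate 4 the median was −0.15 and the list was not called (adjusted p = 0.175, range 1.28e-04 to 0.54). MYC was at 372 ± 13.7 CPM in the combination, a further change of −0.41 (SE 0.05, edgeR adjusted p = 1.88e-06), and MEF2C changed by −0.47 (SE 0.08, edgeR adjusted p = 2.02e-04). HOXA10 changed by −0.51 (edgeR adjusted p = 1.43e-05), HOXA13 by −0.48 (edgeR adjusted p = 3.39e-05), VENTX by −0.46 (edgeR adjusted p = 0.00111) and GNAS by −0.28 (edgeR adjusted p = 2.28e-05). FLT3 (−0.25, edgeR adjusted p = 0.00274) and RUNX2 (−0.44, edgeR adjusted p = 0.00184) stood at −0.38 and −0.68 without combination replicate 1. PBX3 (−0.26, edgeR adjusted p = 0.0232) lost its call without MI-503 replicate 2 (0.0838) or combination replicate 4 (0.0637) and with only the compared groups in the fit (0.0566), over a range of 0.00266 to 0.0838. Members that were not called numbered 12, among them MEIS1 (−0.25), CDK6 (−0.08) and HOXA9 (0.10). Without combination replicate 1, however, MEIS1 (−0.63, adjusted p = 1.12e-06, range 1.12e-06 to 0.528), HOXA3 (−0.72, 1.35e-05, range 1.35e-05 to 0.613), HOXA11 (−0.33, 2.03e-04, range 2.03e-04 to 0.518) and AXL (−0.80, 6.55e-06, range 6.55e-06 to 0.958) were called lower. With no filter MEIS1 (adjusted p = 0.00669) and HOXA3 (0.0225) were called lower and HOXA5 (0.0292) higher. Without combination replicate 4, HOXA5 (0.37, 0.0225, range 0.0225 to 0.811) and HOXA6 (0.43, 0.0416, range 0.0416 to 0.477) were called higher, and AXL turned to 0.10. Libraries of the compared groups overlapped for PBX3, MEIS1, CDK6 and HOXA2 to HOXA7, but not for MYC, MEF2C, FLT3, RUNX2, GNAS, VENTX, HOXA10 and HOXA13. Leaving out single libraries gave HOXA4 (−0.03) values from −0.63 to 0.19, positive without MI-503 replicate 1 (0.08) or 2 (0.15) or combination replicate 2 (0.05) or 4 (0.19).

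BASP1 was lower in the combination than in MI-503 by −0.33 (SE 0.10, edgeR adjusted p = 0.00957) and MEN1 by −0.18 (edgeR adjusted p = 0.00317). PSMB5 was higher by 0.52 (edgeR adjusted p = 5.97e-07), whereas PSMB8, as counted, was lower by −0.66 (edgeR adjusted p = 5.27e-06). PSMB10 (−0.08) was not called, but was without combination replicate 4 (−0.21, adjusted p = 0.0272, range 0.0272 to 0.848), and stood at 0.01 without replicate 1. KMT2A (−0.04) was called lower without combination replicate 1 (−0.19, adjusted p = 0.00885, range 0.00885 to 0.945) and stood at 0.01 without replicate 4.

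The largest rises over MI-503 were those of HMOX1, CEP170B, FAM219A, KLF2 and NOL3, at 6.50, 4.41, 3.57, 2.96 and 2.80. HMOX1 was at 0.525 ± 0.202 CPM in MI-503 and at 7.98, 89.3 and 47.4 CPM in combination replicates 1, 2 and 4, and its change was 5.67 without replicate 2 and 6.99 without replicate 1. FAM219A (chromosome 9, 34398184 to 34458570) went from 6.98 ± 0.468 to 82.4 ± 3.56 CPM (edgeR adjusted p = 3.53e-15). The largest falls were those of LINC00639, NOG, DDN, TERT and MFAP4, at −2.45, −1.85, −1.55, −1.55 and −1.48. LINC00639 (chromosome 14, 38749339 to 38916882) went from 20.1 ± 2.40 to 3.72 ± 0.717 CPM (edgeR adjusted p = 6.63e-10). NOG stood at −2.43 without combination replicate 1.

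The genes that set combination replicate 1 apart most were HMOX1, LGALS3, LYZ, IFI30 and LOC105377845, each lower in it than in replicates 2 and 4. LYZ was at 599 CPM in replicate 1 and at 1812 and 2513 CPM in replicates 2 and 4, and LGALS3 was at 9.92, 47.6 and 44.8 CPM. IFI30 was at 10.3, 41.5 and 35.0 CPM and LOC105377845 at 10.2, 34.3 and 35.5 CPM. Against MI-503 the changes of LYZ, LGALS3, IFI30 and LOC105377845 were 2.13, 2.13, 1.63 and 1.55, and 2.50, 2.57, 2.03 and 1.95 without replicate 1.

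**Figure D3:**
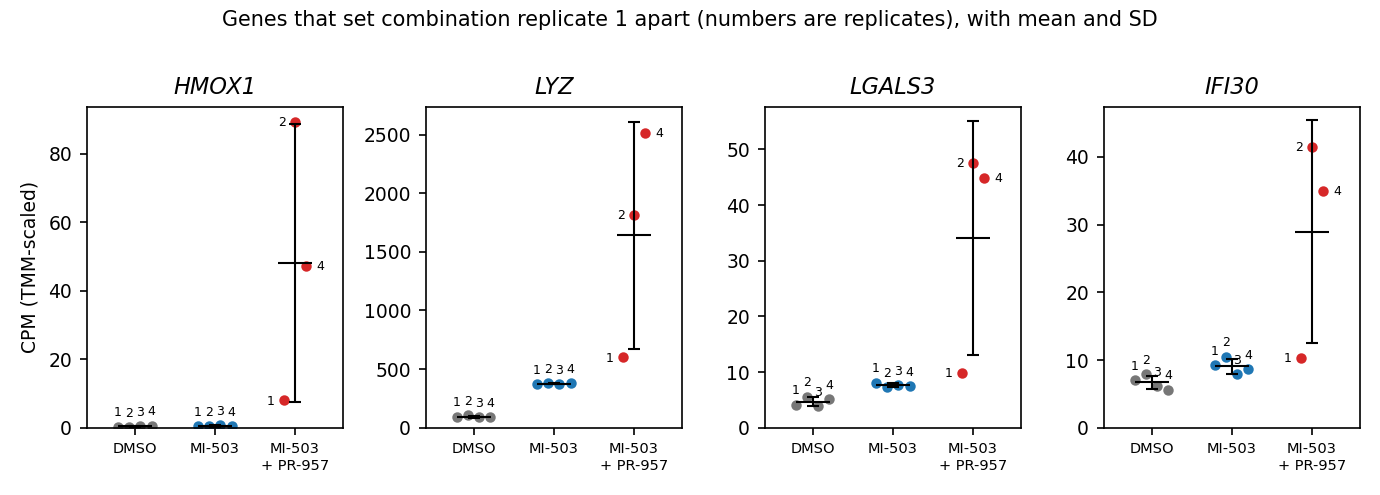
Expression in TMM-scaled CPM of the genes HMOX1, LYZ, LGALS3 and IFI30 is plotted per library (points, numbered by replicate) for DMSO (n = 4), MI-503 (n = 4) and MI-503 + PR-957 (n = 3), with mean and SD. Combination replicate 1 lay below replicates 2 and 4 in each panel.

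All 30 proteasome subunits were called higher in the combination than in MI-503, also when adjusted over the list alone, with a median of 0.94 (camera adjusted p = 2.14e-26). ADRM1, PSMD2 and PSMC2 changed by 1.27, 1.32 and 1.11. PSMD2 (chromosome 3, 184299241 to 184309050) was at 257 ± 12.9 CPM in DMSO, 201 ± 10.6 CPM in MI-503 and 502 ± 42.9 CPM in the combination. All 20 proliferation genes were called lower, with a median of −0.58 (camera adjusted p = 4.19e-11), among them MCM2 (−0.64), MCM4 (−0.70) and MCM3 (−0.60). Cholesterol synthesis genes were lower by a median of −0.37 (camera adjusted p = 3.19e-05), with 11 of 15 called lower, among them SQLE (−0.73), HMGCS1 (−0.71) and FDPS (−0.51). The p53 target genes were higher by a median of 0.31 (camera adjusted p = 9.38e-04), with 7 of 12 called, among them GADD45A (1.25), CDKN1A (0.59) and MDM2 (0.46). Myeloid markers were higher by a median of 0.32 (camera adjusted p = 0.0398), with 5 called higher and 1 lower, and ITGAX (1.35), CSF1R (0.67) and LYZ (2.13) in front. The myeloid call was lost without MI-503 replicate 4 (0.25, adjusted p = 0.0501) or combination replicate 4 (0.26, adjusted p = 0.0711), over a range of 3.49e-04 to 0.349. Unfolded protein response genes had a median of 0.07 and a mean of 0.60 (camera adjusted p = 0.439), with 7 called higher and 3 lower (4 lower when adjusted over the list alone), and XBP1 (−0.75), DDIT3 (1.24) and HMOX1 (6.50) in front. Among the 7 were HMOX1, which lifted the mean, and the heat shock genes HSPA1A (1.43), HSPA1B (1.12) and DNAJB1 (0.20). The 7 calls therefore do not show a rise of the unfolded protein response by itself. Immunoproteasome genes had a median of 0.06, a mean of −0.02 and a camera test pointing downward (adjusted p = 0.862), with POMP (0.45) called higher and PSMB8 (−0.66) lower. That median was −0.02 without combination replicate 2 and −0.09 without replicate 4.

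**Figure D4:**
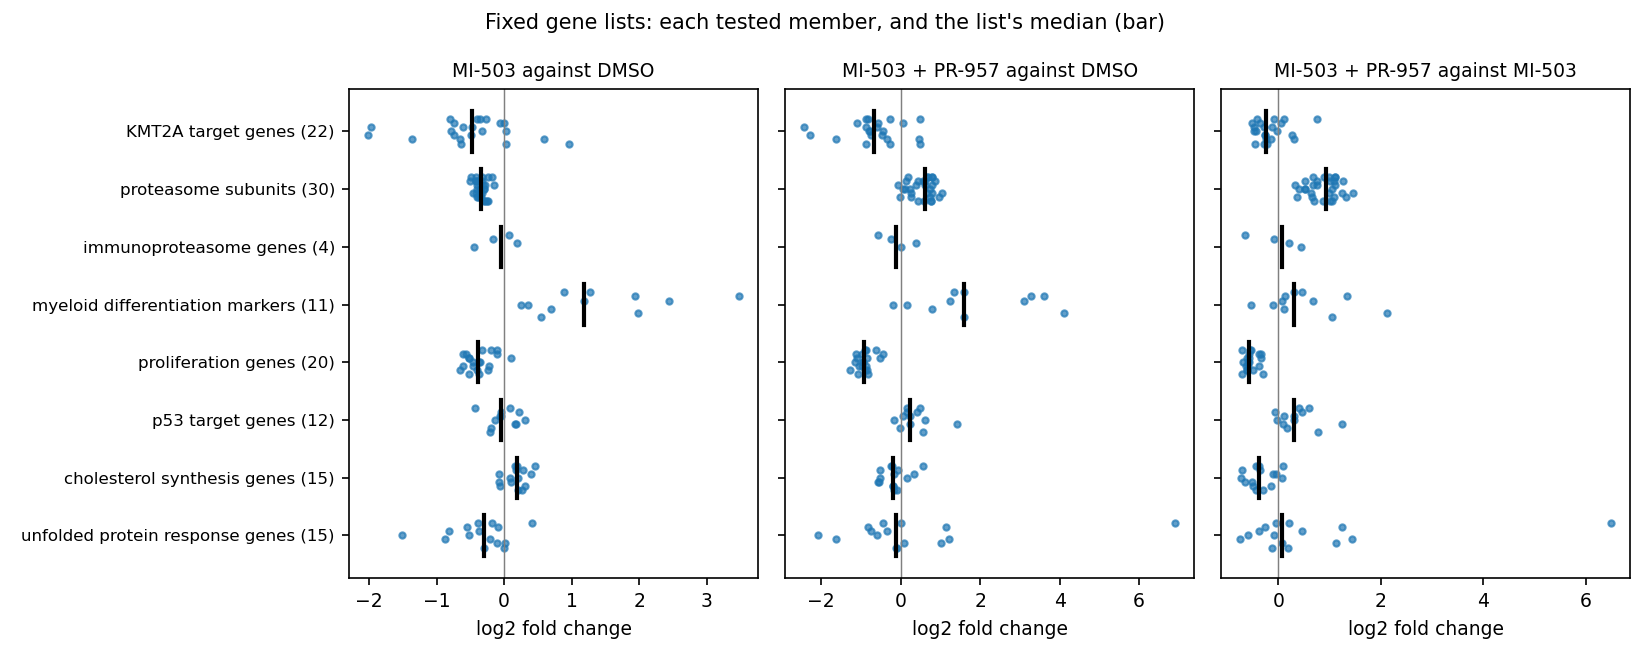
Points are the log2 fold changes of the tested members of each list, with the number of members in parentheses, for the contrasts MI-503 against DMSO, MI-503 + PR-957 against DMSO and MI-503 + PR-957 against MI-503, and the bar is the median. Proteasome subunits moved from a median of −0.35 in MI-503 to 0.61 in the combination, both against DMSO, and proliferation genes from −0.39 to −0.93.

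Responses to MI-503 and to the combination, both against DMSO, were compared across genes to see how far they run together. Over 14683 genes, which are not independent replicates, their Pearson r was 0.745. Groups simulated without any change gave 0.487 (0.477 to 0.503), because the contrasts share the DMSO libraries, and groups simulated with only the MI-503 change gave a mean of 0.953. Among alternatives, dropping the filter moved r most, to 0.544. Over the 7542 genes called in MI-503, the least-squares slope of the combination change on the MI-503 change was 1.07, against 0.963 in groups simulated with only the MI-503 change. Of the 4307 genes lower in MI-503, 1641 (38.1%) were called lower again in the combination against MI-503, 774 (18.0%) were called higher again and 1892 were not called. Simulation with only the MI-503 change gave at most 1 and 0 such genes. The 774 fell to 471 without combination replicate 2, to 495 without combination replicate 4 and to 406 at an adjusted p under 0.01. Of the 3235 genes higher in MI-503, 1003 were called higher again and 720 lower.

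Fold changes were set beside those that the study had computed with DESeq2. In the authors' deposited table for MI-503 against DMSO, 3676 genes are higher and 3949 lower at an adjusted p under 0.05. In the authors' deposited table for the combination against DMSO, 4110 are higher and 4391 lower. Across genes present in both sources, the log2 fold changes of edgeR and of the authors' deposited table had a Pearson r of 0.9997 for MI-503 and 0.9994 for the combination. For MI-503, 6982 genes were called in both, and for the combination 8220 genes, in the authors' deposited table and here, with the same sign in each case. DESeq2 run on the compared groups gave log2 fold changes within 0.01 of the authors' deposited table for 100% of its genes in each contrast. Adjusted p for MI-503 were not matched fully, since 1792 were missing in the authors' deposited table and 1075 in that run, which called 7595 genes where the authors' deposited table called 7625.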

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

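In this part, the tests of library depth and of how many libraries stood apart by chance were chosen only after the results were seen.

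In the groups of 4 libraries, a library was set apart when its gap to the nearest other exceeded the critical value of Dixon's test, in library measures and in the CPM of the named genes. The combination, with 3 libraries, was not tested. Chance sets about 1 in 20 groups apart, which is 9.4 of the 188 groups tested, and 14 (7.45%) were. A one-sided exact binomial test of that number gave p = 0.0903, so each value below may be chance.

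Among library measures, DMSO replicate 1 held 31 M fragments where the others held 21.6 to 22.3 M. MI-503 replicate 1 had about 12490 genes at 1 CPM or more, against 12410 to 12420 in the others. Mitochondrial genes took 6.15% of the counts in MI-503 replicate 2 (95% Wilson interval 6.14 to 6.16%), against 6.01% in each other MI-503 library. These are differences within a treatment, for which the design names no biological explanation, and none was tested.

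In DMSO replicate 2, ALDH1A3 was at 42.9 CPM (27.8 to 29.0 in the other DMSO libraries), STARD4 at 15.6 CPM (14.1 to 14.3) and SQLE at 108.8 CPM (97.4 to 99.2). The library's total of 22.3 M lies within the range of its group, which argues against library depth. STARD4 and SQLE are both in the list of cholesterol synthesis genes, and ALDH1A3 and STARD4 share exon bases with other genes (49.4% and 70.7%). A difference between cultures or library preparations stays open and untested, since the labels give no batch.

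In MI-503 replicate 3, HMOX1 was at 0.826 CPM on 20 counts (0.407 to 0.450 CPM in the other MI-503 libraries), PSME2 at 1.12 CPM on 27 counts (0.833 to 0.860) and MDM2 at 89.0 CPM (98.9 to 99.9). Its total of 24.5 M, within the range of the group, argues against library depth. The counts of HMOX1 and PSME2 are few, so counting error alone stays open for them.

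In MI-503 replicate 1, MEF2C was at 48.5 CPM (52.6 to 53.5 in the other MI-503 libraries) and MFAP4 at 120.3 CPM (124 to 125). This library had the lowest total of its group, 21.5 M, so library depth cannot be told apart from other causes for these genes.

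The remaining values belonged to single genes. CDK9 was at 63.1 CPM in DMSO replicate 3 (57.9 to 58.7 in the others, on 1330 counts), and MT1G at 7.50 CPM in MI-503 replicate 2 (6.03 to 6.16). PSMB9 had 3 counts in MI-503 replicate 2, or 0.0867 CPM, and 0 in the other MI-503 libraries, which is at the floor of 3 counts and says nothing about its expression. No explanation was tested for these values, and the design gives no biological one.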

How the results depend on the processing

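No test in this part was chosen only after its result was seen, and each alternative was fixed beforehand.

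Over 22 alternatives, not all of which apply to every result, the 16 counts and relations stayed within their limits in 303 recomputed values and left them in 15. Those limits were 1.5 times for a count and the spread between combination libraries for the correlation and the slope. Of the recomputed list tests, 471 kept direction and call, 20 lost their call, 5 gained one and 8 changed sign. Of the recomputed values of named genes, 3349 kept both, 36 lost a call, 28 gained one and 27 changed sign. No value that was called changed sign and stayed called.

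Counts at least 2-fold depended on the filter. With no filter, 719 genes were higher at least 2-fold in the combination against MI-503 (451 with the filter), and with the stricter filter 299. The stricter filter left 124 genes lower at least 2-fold in MI-503 against DMSO, from 197. The filters add or remove genes of low count, whose fold changes are the least precise. An adjusted p under 0.01 left 406 of the 774 genes lower in MI-503 and higher again in the combination, as a stricter threshold must lower such a count. The correlation of changes (0.745) was 0.544 with no filter, where genes of a few counts enter, 0.712 with DESeq2 and 0.771 with only the compared groups in the fit, and the slope (1.07) was 0.979 with no filter. For DESeq2 and for the compared groups alone the cause was not tested.

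With camera and an estimated correlation none of the 8 fixed lists passed. KMT2A target genes kept medians of −0.48, −0.67 and −0.25 in the contrasts MI-503 against DMSO, combination against DMSO and combination against MI-503, with adjusted p of 0.31, 0.31 and 0.54. Proteasome subunits kept −0.35, 0.61 and 0.94, with adjusted p of 0.265, 0.265 and 0.149. Over all alternatives the adjusted p ran from 7.87e-08, 2.04e-08 and 1.28e-04 for the former, and from 1.51e-16, 6.13e-16 and 7.89e-79 for the latter, up to these values. The estimate allows members of a list to vary together, and such covariation widens the test by construction.

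Leaving out single libraries moved some of these results. The correlation ran from 0.718 to 0.762 and the slope from 1.04 to 1.08. Genes lower at least 2-fold in the combination against MI-503 ran from 195 to 350, the highest without combination replicate 1. Genes lower in MI-503 and higher again ran from 471 without combination replicate 2 (495 without replicate 4) to 782. The median of the KMT2A list in the combination against MI-503 ran from −0.41 to −0.15, and it was not called without combination replicate 4 (adjusted p = 0.175, range 1.28e-04 to 0.54). The cause was not tested.

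Changes of sign occurred only in values that were not called. For MI-503 against DMSO, CDK9 was 0.0219 with RLE factors, 0.0567 with upper-quartile factors, 0.0145 with no filter, 0.0447 with the stricter filter, 0.0184 with DESeq2 and 0.0430 with only the compared groups, and ran from −0.0174 to 0.0399 without single libraries. KMT2A was 0.0247 with upper-quartile factors, 0.0125 with the stricter filter and 0.0110 with only the compared groups, and ran from −0.0640 to 0.0076 without single libraries. The immunoproteasome list had a median of 0.0156, 0.0037 and 4e-04 under the same alternatives, and the p53 list 0.0145, 0.0023 and 3e-04. These settings recompute the scaling factors, which shift all genes of a contrast together. In the combination against DMSO, values without single libraries ran from −0.159 to 0.726 for AXL and from −0.187 to 0.0142 for KMT2A. In the combination against MI-503 they ran from −0.625 to 0.188 for HOXA4, from −0.795 to 0.0992 for AXL, from −0.209 to 0.0132 for PSMB10, from −0.195 to 0.0146 for KMT2A and from −0.0922 to 0.202 for the median of the immunoproteasome list. AXL was called higher in the combination against DMSO without combination replicate 2 or 4. AXL was called lower in the combination against MI-503 without combination replicate 1, and KMT2A in both contrasts, and PSMB10 was called lower in the combination against MI-503 without combination replicate 4. The cause was not tested.

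The labels number the replicates alike in each group, so a replicate block was added to the model. It kept all 16 counts and relations within their limits and all 24 lists in direction and call, with 3304 genes higher and 4326 lower in MI-503 against DMSO, and added calls for HOXA6 (−0.37, adjusted p = 0.0115, range 0.0115 to 0.311) and PSMB5 (0.13, adjusted p = 0.0417, range 0.00418 to 0.18) in the combination against DMSO. Residual changes of libraries with the same number correlated by −0.102 to 0.144, and those with different numbers by at most 0.116. The libraries were therefore not treated as paired, though such correlations cannot show whether those with the same number were prepared together. The block together with a length trend was planned only for paired libraries and was not run.

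Chance as the source of the called genes was tested by regrouping the libraries of each contrast. Of the 35 splits into groups of the real sizes, 1 split, the real one, gave as many called genes in MI-503 against DMSO, in the combination against DMSO and in the combination against MI-503. It called 8056, 8854 and 6470 genes in fits of only the compared groups, which differ from the model of 11 libraries, and every other split gave 0. A share of 1 in 35 is the smallest that these group sizes allow, so the test argues against chance at that level and no further. The other splits mix treatments within a group, which widens the spread, so their 0 calls do not measure how strong the evidence is.

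DESeq2 gave largely the same genes. It shared 6792, 8786 and 6240 calls with edgeR in the same order of contrasts, all with the same sign, which is 90.1%, 92.8% and 89.7% of the edgeR calls. Depth limits what genes of low count can show, since the floor of 3 counts is 0.159 CPM in the shallowest library.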

Other observations

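The tests on gene length, GC content, combination replicate 1, background RNA and metallothionein genes were chosen only after the result was seen, while the contig tests and the NRF2 list were written after the values that prompted them but before their own results, and the others before any.

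Cholesterol synthesis genes were taken up because a cationic drug may act on sterol sensing without Menin. Their median rose by 0.18 in MI-503 against DMSO (camera adjusted p = 0.005, 10 of 15 called higher). This is consistent with a Menin-independent action of MI-503 on sterol sensing, but a rise through Menin predicts the same values and no library here separates them. With an estimated correlation the adjusted p was 0.471, the highest of a range that started at 1.87e-04.

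Proteasome subunits rose by a median of 0.94 when PR-957 was added to MI-503, with all 30 tested members called higher (camera adjusted p = 2.14e-26, and 0.149 with an estimated correlation). This was the prediction of a compensatory rise of proteasome subunits when PR-957 is added. After removing the trend on gene length the median was 0.95, and after removing the trend on GC content 0.92, which argues against either trend as the whole cause. Those trends were weak over all genes (Spearman 0.029 and 0.023). No library here received PR-957 alone. In another experiment on MOLM-13 cells given PR-957 alone, the study reports a rise of proteasome subunits in RNA, which it calls compensatory. It reports the same for proteins of the ubiquitin-proteasome system. Whether less proteasome activity causes the rise seen here stays open.

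Proteasome members PSMB3 and PSME1 had 0 counts in 11 libraries, PSMC4 had 3 and PSMB9 had 10, and each is annotated on more than 1 contig of hg38, as are 2156 genes. Since values of proteasome members had been seen, these were left out of the test. In other gene families that nearly every cell uses, 10 of 14 members on more than 1 contig (71.4%) were under 1 CPM, against 8 of 264 on a single contig (3.03%, Fisher's exact test, two-sided p = 6.08e-11), which argues against low expression of these genes in MOLM-13 cells. Protein-coding genes whose sequence recurs in at least 99% of windows on another contig were under 1 CPM in 93.2% of 248 cases, against 65.4% of 329 genes with under 90%. The test was made on mean log2 CPM, with 0.01 CPM added, and not on these shares. The difference was −3.51 (permutation p = 1e-05, the smallest that 100000 permutations give). A candidate explanation is that reads that match several contigs were left out of counting. It does not by itself explain PSMB8, which kept 4467 counts although 100% of its windows recur on another contig. How much of PSMB8, PSMB9 and PSME1 the cells express stays open.

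Combination replicate 1 stood apart from combination replicates 2 and 4. A uniformly weaker response in it is argued against by the proteasome subunits, which reached a median fraction of 1.05 of the response of the other combination libraries. Of the 50 genes most apart, chosen for the pattern, the 48 that changed by more than 0.2 on the log2 scale in the other libraries reached 0.149. Genes called at least 2-fold without this library reached 0.699, cholesterol synthesis genes 0.613, p53 target genes 0.725 and myeloid markers 0.717. Library depth is argued against as well, since 31 genes lay 2-fold apart at full depth and 31 after thinning to 18.9 M fragments. Carry-over of RNA without a poly(A) tail in replicates 2 and 4 would raise genes of such classes there. Of the 50 genes, 4 were of such classes (RN7SK, RNA45SN2, RNA45SN4 and H2BC12), and each was lower in replicate 1. Carry-over stays open for these 4. Of all 50 genes, 30 were lower and 20 higher in replicate 1, and most were of other classes, which argues against carry-over as the whole cause. What also remains open is a difference between cultures, exposure or preparation, or cells of another state in part of the libraries, for which the labels give no batch and no test was run.

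More genes were detected at equal depth in the combination than in DMSO. Genes of families that are silent outside sensory or epithelial tissue (567 genes, each under 0.1 CPM) took together at least 1.17 CPM in each combination library, and 0.314 to 0.972 CPM in DMSO, on 7 to 21 counts per DMSO library. That is consistent with a background of DNA or unspliced RNA that is larger in the combination, though wider transcription of silent genes under treatment predicts the same and was not tested. Within the combination the values ran the other way, since replicate 2 had the lowest sum (1.17 CPM) and the most genes detected (20759), and replicate 1 the highest sum (1.94 CPM) and the fewest (20166). A background therefore does not account for the spread among the combination libraries. For the combination against MI-503 the sums overlapped, with a mean of 1.59 CPM (1.17 to 1.94, on 22 to 80 counts) against 1.14 to 1.77 CPM in MI-503, so a background cannot be told apart from other causes there, because the counts are few.

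HMOX1 rose by 6.50 on the log2 scale when PR-957 was added to MI-503 (edgeR adjusted p = 1.03e-06). A list of 16 other targets of the transcription factor NRF2, written without the genes whose values had been seen and sharing none with the other lists, rose by a median of 0.59 in the combination against MI-503, with 14 members called higher and none lower (camera p = 1.56e-08, adjusted p = 4.68e-08 over 3 contrasts, and 0.0287 with an estimated correlation). In the combination against DMSO the median was 0.72 (camera p = 2.89e-05, adjusted p = 4.34e-05, and 0.0532 with an estimated correlation), and in MI-503 against DMSO it was −0.06 (camera p = 0.552, adjusted p = 0.552). This is consistent with activity of the transcription factor NRF2 under PR-957, as a hypothesis, since other stress factors share several of these targets. In combination replicate 1 HMOX1 was at 7.98 CPM and in the others at 47.4 and 89.3 CPM, and the source of that spread is open.

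Metallothionein genes fell in both treatments. MT2A, MT1E, MT1F, MT1G and MT1X, the 5 members tested, were called lower in MI-503 against DMSO and again in the combination against MI-503 with TMM, RLE and upper-quartile factors alike. MT2A fell by 2.21 and 0.88 on the log2 scale (edgeR adjusted p = 1.99e-10 and 1.66e-04), and MT1G fell by 1.42 in each contrast. Whether reads shared between paralogs play a part stays open. Fragments that mapped to several places were left out of the counts, not moved between members, so all 5 falling does not decide it. Lower activity of the metal-responsive factor MTF1 would also lower SLC30A1, a target outside the family. In MI-503 against DMSO SLC30A1 changed by −0.12, with an edgeR adjusted p of 0.0327 with TMM, 0.0928 with RLE and 0.262 with upper-quartile factors, so MTF1 and other causes cannot be told apart there, as the call depends on the scaling. In the combination against MI-503 SLC30A1 rose by 0.49 (edgeR adjusted p = 5e-07), which argues against lower MTF1 activity for the further fall. For MI-503 against DMSO less metal in the medium or another regulator stays open, and for the further fall a cause other than MTF1.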
